A study of Saccharomyces cerevisiae with 12 samples. Its data were reported in "Sequence and chemical specificity define the functional landscape of intrinsically disordered regions" (2026).

How the data were processed

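Chromatin accessibility was measured by occupancy measurement by DNA methylation (ODM-seq) in budding yeast. In this assay the bacterial methyltransferase M.SssI methylates CpG dinucleotides that are not covered by nucleosomes or other proteins in crosslinked chromatin, and Nanopore sequencing reads the methylation. The 12 libraries came from 6 chromatin preparations: 3 constructs with 2 biological replicates each. Every preparation gave an aliquot after 3 h and another after 4 h of methylation. All strains carried the chromosomal ABF1 fused to a tag that rapamycin tethers to a ribosomal protein, so that the tagged Abf1 leaves the nucleus, and all were treated with 8 µg/mL rapamycin for 75 min. The constructs were a plasmid with wild-type ABF1 (WT Abf1), the empty plasmid (no Abf1) and a plasmid for an Abf1 variant with its essential motif shuffled (EM shuffle). Because coverage raised doubt about the plasmid in the last of these, its libraries are called the libraries labelled EM shuffle throughout.

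The authors basecalled the reads and called 5-methylcytosine with Dorado, aligned the reads with minimap2 to the sacCer3 genome (release R64) together with spike-in plasmid sequences, and counted calls per CpG position and strand with modkit. The deposited files give the methylation of each position as a fraction, the occupancy as a fraction equal to 1 minus that methylation, the valid coverage as a count of calls, and a correction factor as a ratio. The authors divided the methylated fraction by this factor, which is the mean genome average of the construct's 4 libraries over that of WT Abf1. Recomputing it from the files gave the deposited values of 1.04 for no Abf1 and 0.871 for the libraries labelled EM shuffle. After this division, between 1.22% and 1.63% of positions in the 4 libraries labelled EM shuffle exceed a fraction of 1, up to 115%. Multiplying each deposited fraction by the factor and the coverage gave a whole number of methylated calls at 100% of positions, and these counts were used. All 8518037 positions on reference chromosomes, summed over libraries, lay at a CG of the reference.

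Calls on both strands of a CpG were added. A coverage minimum of 5 calls per CpG site in every library left 353646 of the 354295 nuclear CpG sites (99.8%). Nuclear calls ranged from 13253872 to 37756743 per library, and median coverage per CpG site from 32 to 94 calls. At the lowest median, counting error alone limits the precision of a single site, so calls were summed over windows. The mean squared difference between the aliquots of a preparation, in units of counting error, was 1.51 to 1.73, and it was 1.51 to 4.17 over all 66 pairs of libraries, so no pair was a duplicate. Spread between replicates is given as the SD over biological replicates, each the mean or sum of its 3 h and 4 h aliquots, which are technical replicates.

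Genome averages were compared with an exact sign-flip permutation test for incubation time and exact permutation tests between constructs, all two-sided. Promoter windows ran from 250 to 51 bp upstream of the start codon of each of the 6002 nuclear protein-coding genes of the annotation, with at least 2 CpG sites. Windows of neighbouring divergent genes can overlap. A quasi-binomial logistic model was fitted to the methylated and unmethylated calls of each window (pseudocount 0.5) over the 6 replicates. Its dispersion was moderated across windows with squeezeVar of limma 3.58.1 in R 4.3.3, its two-sided p-values were adjusted by Benjamini-Hochberg within each comparison, and windows with an adjusted p under 0.05 were called. An offset on the logit scale took out each construct's genome average. It was 0.09 in log2 odds for no Abf1 and -0.27 for the libraries labelled EM shuffle. On simulated data with 200 changed windows of 5846, the model called 142, which recovered 66.0% of the changed windows with 7.04% false calls. Simulated data with no change gave 0 calls, with 3.85% of unadjusted p-values under 0.05.

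Candidate Abf1 sites were promoter matches to RTCRYNNNNNACG with their centre 50 to 500 bp upstream of a start codon and outside coding sequence. Flanks from 10 to 75 bp on each side of the centre were tested with the same model. Control sites under the same location rule were matches with the spacer of 5 changed to 3 or 7, and matches to TTACCCG, the motif of Reb1, another general regulatory factor. A match need not be bound. The published lists of Abf1 sites, of +1 nucleosome positions and of essential genes were not used here. Set means took the occupancy (100 minus the corrected percent methylation) over the Abf1 matches minus that over the spacing-changed matches. Set tests used camera of limma with the inter-gene correlation estimated, two-sided, with Benjamini-Hochberg adjustment over the 3 comparisons; they rest on moderated statistics and are not exact. The changes of the libraries labelled EM shuffle and of no Abf1 from WT Abf1 were related by a slope across sites, fitted with an intercept. Each axis used a different WT Abf1 replicate, so that both axes share no control. The slope was compared with 1000 simulations per setting. Principal components were computed without scaling in windows of -150 to -95, -80 to -1 and 1 to 50 bp from the start codon of all genes, in place of windows around +1 nucleosomes of essential genes. Gene coverage was divided by the library's median coverage of nuclear CpG sites. Enrichments used Fisher's exact test.

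Named items followed a rule set before the data were examined: ABF1 and the plasmid and strain marker genes, and for each test the 5 largest rises and 5 largest falls in percentage points of methylation among called windows or sites for which all 4 libraries of a construct lay on the same side of all 4 libraries of the other. The ranking, the overlap of libraries and the methylation printed for named items used corrected methylation (divided by the factor of the construct), while log2 odds ratios and p-values come from the uncorrected call counts with the offset. Of the 50 items named, ranking by log2 odds would keep 36 and ranking by uncorrected difference 39, and all 50 had the same direction on each scale. The groups, the tests and most of the alternatives were set at that time too. The composite at 50 bp, the CpG inside the motif, the copy number of chromosome XI and the estimates for named windows without single replicates, and the set test between the libraries labelled EM shuffle and no Abf1, were added afterwards.

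Alternatives included the offset, the coverage minimum (1 and 20), the model (limma on log2 ratios with an offset), each incubation time alone, a fit of only the 2 constructs compared, the replicate number as a block, other windows, a stricter consensus (RTCAYTNNNNACGW), other reference sites, other corrections, and leaving out each replicate. The sequencing batch of the libraries labelled EM shuffle differs from that of the other 8, which share a batch, so batch and construct cannot be told apart for them and no fit with batch as a term can be had. Further software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Plasmid contigs and the mitochondrial genome were left out of all windows, sites and genome averages compared, since they carry no Abf1 sites of interest. Their values are in the closing section. They do enter the correction factor and the offset, which average all positions. Over nuclear positions alone the factor was 0.868 in place of 0.871 for the libraries labelled EM shuffle, and 1.04 either way for no Abf1. RNA and MNase measurements of the study were not analysed here.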

Results

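CpG methylation was measured by ODM-seq in 12 yeast libraries, 4 for each of 3 constructs: WT Abf1, no Abf1 and the libraries labelled EM shuffle. Each construct had 2 biological replicates, and each replicate had an aliquot taken after 3 h and another after 4 h of methylation by M.SssI. Median coverage per nuclear CpG site was 64 calls at 3 h and 43 at 4 h in WT Abf1 replicate 1, and 70 and 53 in replicate 2. The no Abf1 libraries had medians of 92 and 94 calls in replicate 1 and of 92 and 77 in replicate 2. In the libraries labelled EM shuffle the medians were 52 and 60 calls in replicate 1, and 32 and 57 in replicate 2. Across promoter windows, the methylation of biological replicates of a construct correlated at 0.980 to 0.989 (Pearson, across windows, which are not independent replicates).

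Coverage of ABF1 (YKL112W, sacCer3 chromosome XI, 226570 to 228765) asks whether the plasmid copy was present beside the chromosomal copy. Relative to the nuclear median, mean coverage over its 79 CpG sites was 1.96 ± 0.108 (SD, n = 2) in WT Abf1 and 0.946 ± 0.0511 (SD, n = 2) in no Abf1. The libraries labelled EM shuffle gave 1.56 ± 0.552 (SD, n = 2), with 1.04 and 1.29 in the aliquots of replicate 1 and 2.04 and 1.85 in those of replicate 2. The largest effect of an alternative came from dividing by the mean of the same chromosome, which gave 0.990 in the libraries labelled EM shuffle. Against flanks from 5000 to 20000 bp on either side of the gene, coverage was 1.85 ± 0.0243 (SD, n = 2) in WT Abf1, 0.916 ± 0.0705 (SD, n = 2) in no Abf1 and 0.990 ± 0.0150 (SD, n = 2) in the libraries labelled EM shuffle. Their highest library, at 1.10, was below the lowest WT Abf1 library, at 1.78, and their range overlapped that of no Abf1, from 0.821 to 1.06. Chromosome XI as a whole had a coverage of 2.03 and 1.96 in the aliquots of replicate 2 labelled EM shuffle, 1.15 in both aliquots of replicate 1, and 0.984 to 1.03 in the other 8 libraries.

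LEU2 (YCL018W, chromosome III, 91324 to 92418, 32 CpG sites) is the selection marker of the plasmids. Its coverage relative to the nuclear median was 0.602 ± 0.0166 (SD, n = 2) in WT Abf1, 0.911 ± 0.136 (SD, n = 2) in no Abf1 and 0.171 ± 0.0828 (SD, n = 2) in the libraries labelled EM shuffle. The highest library labelled EM shuffle reached 0.308, below the lowest of the other 8 libraries, at 0.461. With 2 replicates against 2, no exact test of a difference between a pair of constructs could reach a two-sided p under 0.333. The construct named by the label was therefore not seen as an additional ABF1 copy in these libraries, and every direction given for them below refers to the label. Among the other strain and marker genes, coverage in WT Abf1, no Abf1 and the libraries labelled EM shuffle was 0.710, 0.863 and 0.772 for HIS3, and 1.06, 0.958 and 1.01 for MET17. It was 0.256, 0.277 and 0.183 for FPR1, 0.967, 0.981 and 0.990 for TOR1, and 0.710, 0.829 and 0.879 for RPL13A. URA3 had no covered CpG site.

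**Figure D1:**
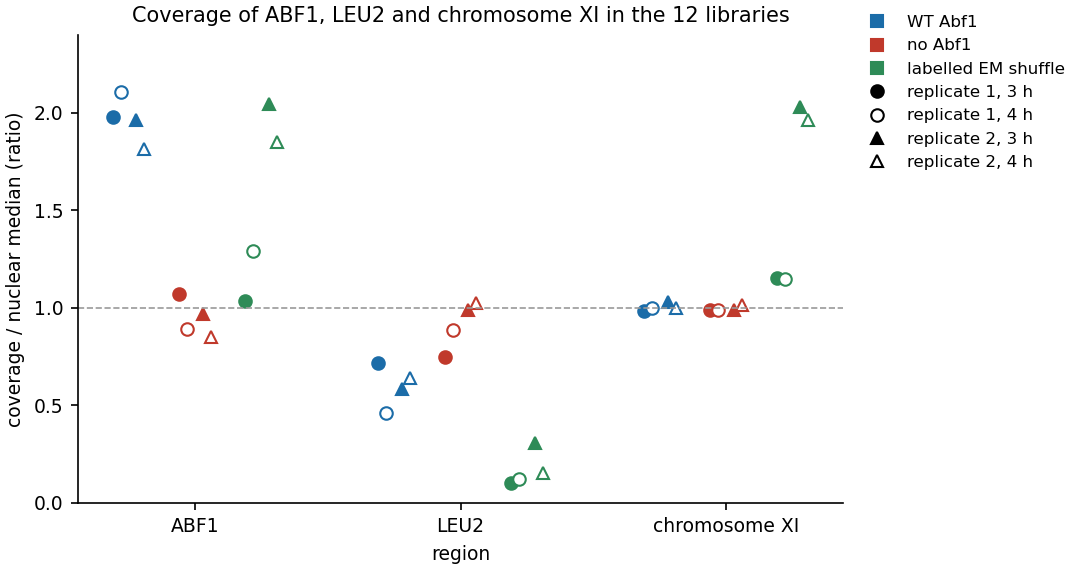
Coverage of ABF1, LEU2 and chromosome XI relative to the nuclear median of the library (ratio, vertical axis), with a point for each of the 12 libraries, coloured by construct, shaped by replicate and filled for 3 h. LEU2 lies at or below 0.308 in the libraries labelled EM shuffle and at or above 0.461 in the others, and chromosome XI lies at 2.03 and 1.96 in replicate 2 of the libraries labelled EM shuffle.

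Incubation time asks whether methylation had reached saturation. Genome average methylation rose from 3 h to 4 h in 6 of 6 preparations, by 1.46 ± 0.135 percentage points (SD, n = 6; exact sign-flip permutation test, two-sided p = 0.03125, the smallest that 6 pairs allow). The rises ranged from 1.31 to 1.67 percentage points. Of the alternatives, the ratio of total methylated calls to total calls moved the mean rise most, to 1.53.

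Genome average methylation was 28.0% ± 1.88 (SD, n = 2) in WT Abf1, 29.3% ± 0.668 (SD, n = 2) in no Abf1 and 24.4% ± 0.331 (SD, n = 2) in the libraries labelled EM shuffle. Across the 3 constructs, an exact permutation test over the 90 assignments of replicates gave a two-sided p of 0.133, where 0.0667 is the smallest possible. The difference between no Abf1 and WT Abf1, 1.23 percentage points, was smaller than its SD of 1.99 (exact permutation p = 0.667), and leaving out WT Abf1 replicate 2 turned it to -0.0994. Against WT Abf1, the libraries labelled EM shuffle differed by -3.69 percentage points (exact permutation p = 0.333, the smallest that 2 against 2 allow), and by -2.36 without WT Abf1 replicate 1. Against no Abf1 they differed by -4.92 percentage points (exact permutation p = 0.333). The 2 labelled batches hold different constructs, so no value within a batch can be had for the libraries labelled EM shuffle, and batch and construct cannot be told apart there.

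The comparison of no Abf1 with WT Abf1 asks which promoters change accessibility when nuclear Abf1 is depleted and not replaced. Of 5846 promoter windows, 678 were called, with 240 higher and 438 lower in methylation in no Abf1, and 1201 had an unadjusted p under 0.05. In 575 of the called windows the 4 libraries of each construct did not overlap, with 175 rises and 400 falls. The 4 h aliquots alone, the alternative with the largest effect, gave 315 calls. Omitting the offset left the number at 684 but changed the share of rises from 35.4% to 52.2%, with 357 higher and 327 lower. Without the offset the median log2 odds of all windows moved from 0.00 to 0.08.

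The same windows compared between the libraries labelled EM shuffle and WT Abf1 ask how far the variant keeps promoter accessibility. Here 63 windows were called, 29 higher and 34 lower, and 721 had an unadjusted p under 0.05. In 55 of the 63, the libraries of the constructs did not overlap. The offset decided the number and the direction: without it 542 windows were called, 14 higher and 528 lower, and the median log2 odds of all windows moved from 0.06 to -0.21. At single incubation times 15 windows were called at 3 h and 13 at 4 h. Against no Abf1, 655 windows were called in the libraries labelled EM shuffle, 466 higher and 189 lower, with 1292 at an unadjusted p under 0.05. Without the offset this became 2060 windows, 174 higher and 1886 lower. The count of 63 against WT Abf1 and the count of 678 for no Abf1 share the WT Abf1 replicates, and their difference was tested only by the direct comparison with no Abf1.

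A match to the Abf1 consensus lay in 695 of the 5846 windows (11.9%). Among the windows called in no Abf1 against WT Abf1, 331 of 678 (48.8%) held a match (odds ratio 12.6, Fisher's exact test, two-sided p = 3.4e-152, adjusted p = 9.2e-151 over 27 tests of 3 motifs). The share was 56.2% among the lower windows (246 of 438, odds ratio 14.2, adjusted p = 9e-125) and 35.4% among the higher ones (85 of 240, odds ratio 4.49, adjusted p = 1e-21). Windows with a match can count the CpG inside it. Over the tested Abf1 matches its mean corrected occupancy was lower in no Abf1 than in WT Abf1, while that of the flanks was higher. The split into higher and lower windows can thus mix these opposite changes. Of all windows with a match, 47.6% were called, and of those without, 6.74%. For the libraries labelled EM shuffle against WT Abf1, 13 of 63 called windows held a match (odds ratio 1.94, Fisher's exact p = 0.0467, adjusted p = 0.0701). Against no Abf1 it was 306 of 655 (odds ratio 10.8, adjusted p = 4.1e-130). Matches with a changed spacer were in 46 of the 678 windows called in no Abf1 (odds ratio 1.94, adjusted p = 0.000551). Reb1 matches lay in 34 of the 678 (odds ratio 0.650, adjusted p = 0.0298), with 28 among the higher and 6 among the lower windows. Overlapping windows of divergent genes are counted for both genes, and keeping each stretch once gave 588 called windows, 273 of them with an Abf1 match.

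The largest falls in no Abf1 against WT Abf1 were upstream of SEC16, IOC4, WIP1, PAM16 and SEM1. At SEC16 (YPL085W, sacCer3 chromosome XVI, 386817 to 387016, plus strand, 4 CpG sites, 382 to 761 calls per replicate) corrected methylation was 9.89% ± 1.88 (SD, n = 2) against 47.2% ± 3.31 (SD, n = 2), a log2 odds ratio of -3.06 with an adjusted p of 1.3e-09. SEM1 (YDR363W-A, chromosome IV, 1201878 to 1202077, plus strand) fell from 44.0% ± 5.28 (SD, n = 2) in WT Abf1, with a log2 odds ratio of -2.52. IOC4, WIP1 and PAM16 had log2 odds ratios of -2.05, -1.99 and -1.99. The WIP1, PAM16 and SEM1 windows held an Abf1 match and the SEC16 and IOC4 windows did not. The largest rises were upstream of YHR050W-A, PRM2, NTA1, RPA12 and RPB8. At YHR050W-A (chromosome VIII, 209225 to 209424, plus strand, 5 CpG sites) corrected methylation was 46.3% ± 0.860 (SD, n = 2) against 16.7% ± 2.24 (SD, n = 2), a log2 odds ratio of 2.14 with an adjusted p of 1.7e-08. NTA1 and RPA12 are divergent genes whose windows share the same 4 CpG sites, with a log2 odds ratio of 1.51, and PRM2 and RPB8 had 1.72 and 1.24. Of the rises, the YHR050W-A, NTA1, RPA12 and RPB8 windows held an Abf1 match and the PRM2 window did not. A window with a match can count the CpG inside it as well as its flanks. A rise there need not mean that the flanks opened. Every one of these 10 named windows kept its direction in each alternative and without each replicate, and 137 of the 138 alternative fits with a test still called them. Their selection for libraries that did not overlap made a kept direction likely in advance, so it is no separate support.

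In the libraries labelled EM shuffle against WT Abf1, the largest falls were upstream of ZRT1, APE1, ZRT2, YPT32 and YLR125W. At ZRT1 (YGL255W, chromosome VII, 20728 to 20927, plus strand, 5 CpG sites) corrected methylation was 14.5% ± 0.886 (SD, n = 2), uncorrected 12.6%, against 46.1% ± 4.10 (SD, n = 2), a log2 odds ratio of -2.26 with an adjusted p of 3.1e-07. ZRT2 (YLR130C, chromosome XII, 404113 to 404312, minus strand) had a corrected methylation of 25.8% ± 1.00 (SD, n = 2) against 50.6% ± 3.36 (SD, n = 2), a log2 odds ratio of -1.56. YPT32 and YLR125W had log2 odds ratios of -1.45 and -1.49. APE1, with -2.20, rests on 2 CpG sites on chromosome XI, the chromosome with raised coverage in these libraries, and its replicates labelled EM shuffle had an SD of 14.5 percentage points (corrected). The largest rises were upstream of ADE17, COX8, IES1, NOP13 and ATP14, with log2 odds ratios of 1.19, 1.06, 0.89, 0.86 and 0.86. The size of these rises depends on the correction: COX8 rose by 21.5 percentage points corrected and by 9.20 uncorrected, from 73.8% to 83.0%. None of the 5 falls and 2 of the 5 rises (IES1 and ATP14) had an Abf1 match in the window. All 10 kept their direction in every alternative and without each replicate, which their selection made likely, and 126 of 139 alternative fits still called them.

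Against no Abf1, the largest rises in the libraries labelled EM shuffle were upstream of SEM1, SEC16, MES1, IOC4 and CHO1, with log2 odds ratios of 2.79, 2.83, 1.75, 1.80 and 1.69. Corrected methylation in the libraries labelled EM shuffle was 45.6% ± 9.89 (SD, n = 2) at SEC16 and 73.4% ± 4.30 (SD, n = 2) at MES1, and uncorrected methylation was 39.7% ± 8.62 and 64.0% ± 3.75 (SD, n = 2). The largest falls were upstream of APE1, YHR050W-A, AIM26, IOC2 and NTA1, with log2 odds ratios of -2.44, -1.33, -1.29, -1.17 and -1.23, and APE1 and AIM26 lie on chromosome XI. All 10 kept their direction in every alternative, which their selection made likely, and 135 of 138 alternative fits still called them.

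Candidate Abf1 sites ask whether the changes lie where Abf1 is thought to bind. Of 817 promoter matches, 741 had flanks that could be tested. In no Abf1 against WT Abf1, 455 of the 741 (61.4%) were called, 36 higher and 419 lower in methylation, 502 had an unadjusted p under 0.05, and the median log2 odds was -0.63. The libraries of the constructs did not overlap at 422 of them. Under the stricter consensus, the alternative with the largest effect on the count, 117 of 173 matches (67.6%) were called with a median log2 odds of -1.03. Matches with a changed spacer were called at 49 of 318 (15.4%), with a median log2 odds of -0.03, and at 24 of 259 (9.27%) when they lay over 200 bp from any Abf1 match. Reb1 matches were called at 52 of 429 (12.1%), 49 higher and 3 lower, with a median log2 odds of 0.14.

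Between the libraries labelled EM shuffle and WT Abf1, 24 of the 741 Abf1 matches (3.24%) were called, 10 higher and 14 lower, 133 had an unadjusted p under 0.05, and the median log2 odds was -0.01. Calls were made at 8 of the 318 matches with a changed spacer and at 11 of the 429 Reb1 matches, all 11 higher, with a median log2 odds of 0.20 over the Reb1 matches. The count of 24 depended on the settings. It became 99, all lower, without the offset, 1 with limma, 5 at 3 h, 1 at 4 h and 6 when only these constructs were fitted, while no Abf1 kept between 345 and 465 calls in the settings that tested the same consensus.

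**Figure D2:**
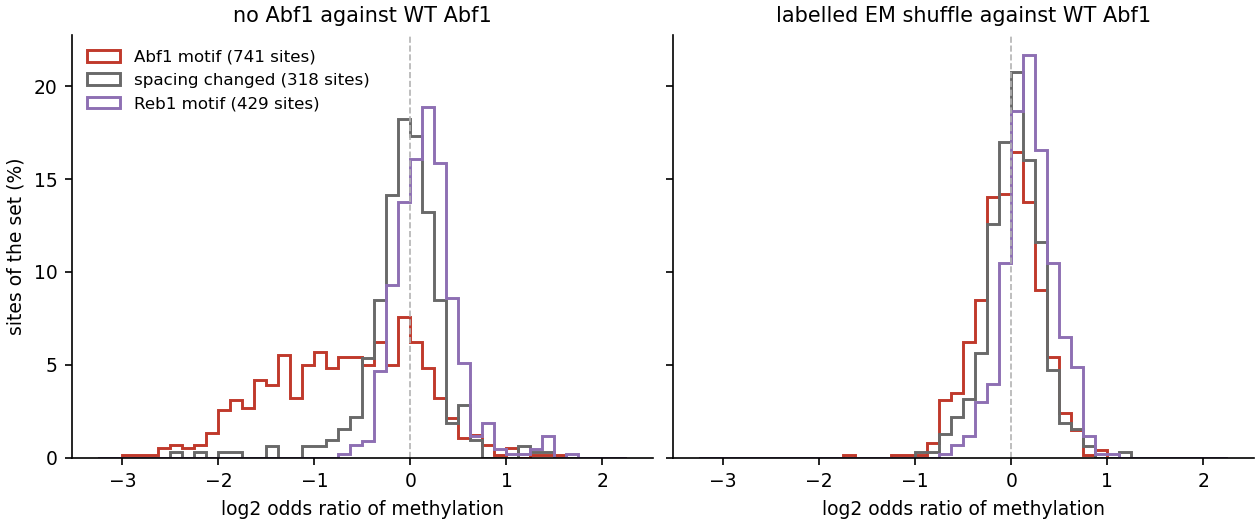
Share of sites (percent, vertical axis) by log2 odds ratio of methylation (horizontal axis) at Abf1 matches, matches with a changed spacer and Reb1 matches, for no Abf1 and the libraries labelled EM shuffle against WT Abf1, with the offset. At Abf1 matches the median is -0.63 for no Abf1 and -0.01 for the libraries labelled EM shuffle.

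The largest falls at Abf1 matches in no Abf1 against WT Abf1 were upstream of TOM70, ALG1, CHO1, SEM1 and PTA1. At TOM70 (YNL121C, sacCer3 chromosome XIV, 400688 to 400700, match on the minus strand, 157 bp upstream, ATCACTGTATACG, 2 CpG sites in the flanks) corrected methylation was 36.4% ± 0.554 (SD, n = 2) against 79.2% ± 6.31 (SD, n = 2), a log2 odds ratio of -2.72 with an adjusted p of 3e-10. SEM1 (chromosome IV, 1201990 to 1202002, plus strand, 132 bp upstream, ATCATTATTTACG) had a corrected methylation of 13.6% ± 0.269 (SD, n = 2) against 54.0% ± 5.82 (SD, n = 2), a log2 odds ratio of -2.89. ALG1, CHO1 and PTA1 had log2 odds ratios of -2.76, -2.52 and -2.54. The largest rises were at VIR1, LYS4, RIM101, IOC2 and ARB1, with log2 odds ratios of 1.55, 1.42, 1.34, 1.07 and 0.93. All 10 kept their direction, which their selection made likely, and were called in 110 of 110 alternative fits.

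For the libraries labelled EM shuffle against WT Abf1, the largest rises at Abf1 matches were at DBP2 (0.63), MOB1 (0.68 and 0.57 at its pair of matches), YDR222W (0.57) and VIR1 (0.63), and the largest falls at HUA1 (-1.64), SAL1 (-1.18), YOR343W-A (-1.07), PRP8 (-0.87) and IAT4 (-0.84), all as log2 odds ratios. The rise at DBP2 was 16.1 percentage points corrected and 4.75 uncorrected. Adjusted p-values ranged from 0.000705 at HUA1 to 0.0482 at DBP2. The first of the MOB1 ratios was 0.40 without WT Abf1 replicate 2. All 10 kept their direction in every alternative, which their selection made likely, but only 64 of 107 alternative fits still called them.

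Mean corrected occupancy in the flanks of the 741 Abf1 matches was 36.8% ± 1.55 (SD, n = 2) in WT Abf1, 48.8% ± 0.503 (SD, n = 2) in no Abf1 and 33.1% ± 1.58 (SD, n = 2) in the libraries labelled EM shuffle. At matches with a changed spacer it was 54.5%, 56.3% and 51.9%. Relative to these, occupancy at Abf1 matches was higher in no Abf1 than in WT Abf1 by 10.1 ± 0.260 percentage points (SD of the difference, 2 against 2; exact permutation p = 0.333, the smallest possible). The alternative with the largest effect was taking matches inside coding sequence, which gave 2.38. The libraries labelled EM shuffle differed from WT Abf1 by -1.10 ± 1.59 percentage points (exact permutation p = 0.667), less than the spread between replicates. Its sign changed to 1.31 with no correction, to 1.08 with a correction on the logit scale, to 5.54 with Reb1 matches as the reference and to 0.0195 without EM shuffle replicate 2. At Reb1 matches, corrected occupancy was 28.5% in WT Abf1, 28.3% in no Abf1 and 19.3% in the libraries labelled EM shuffle, and uncorrected occupancy was 28.5%, 25.2% and 29.7%, so the lower value of the libraries labelled EM shuffle flips without the correction.

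In the composite profile, averaged in bins of 50 bp, corrected occupancy at 50 bp on either side of the match centre (mean of both sides) was 37.7% ± 1.55 (SD, n = 2) in WT Abf1, 48.6% ± 0.450 (SD, n = 2) in no Abf1 and 34.4% ± 1.36 (SD, n = 2) in the libraries labelled EM shuffle. At 150 bp towards the gene it was 75.1%, 69.6% and 74.0% in the same order, so the contrast between these distances was smaller in no Abf1. The difference between no Abf1 and WT Abf1 was 10.8 percentage points (exact permutation p = 0.333) and 14.4 with the stricter consensus. The difference for the libraries labelled EM shuffle, -3.37 (exact permutation p = 0.333), turned to 5.08 with no correction.

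**Figure D3:**
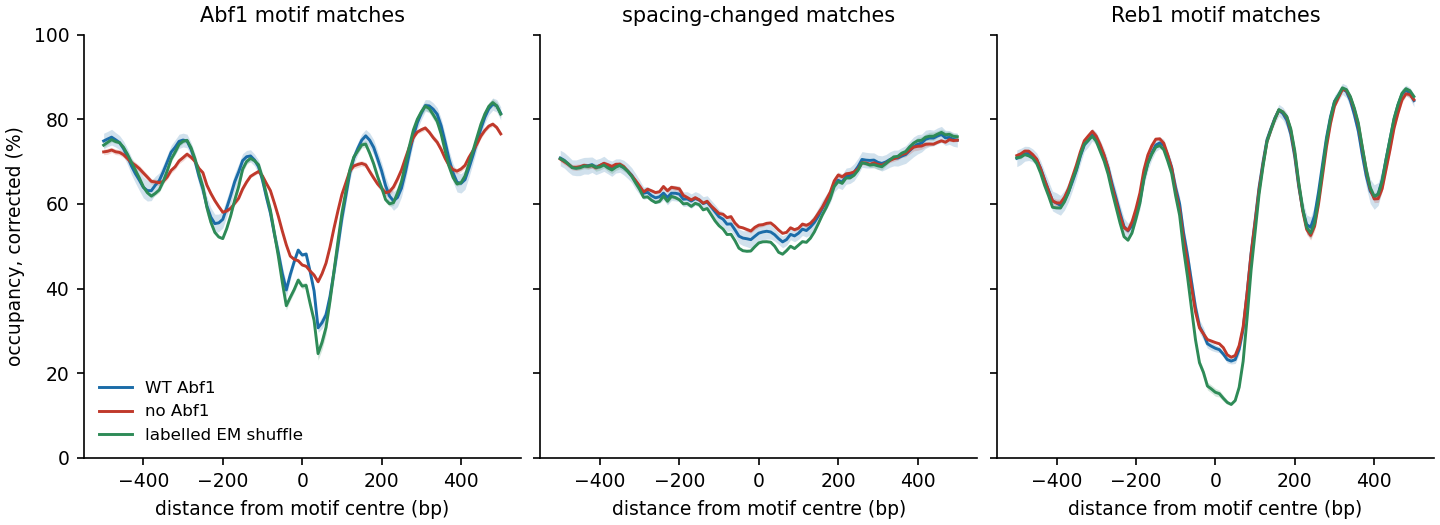
Corrected occupancy (percent, vertical axis) by distance from the motif centre (bp, horizontal axis, gene on the right), averaged in bins of 50 bp every 10 bp, at Abf1, spacing-changed and Reb1 matches in promoters; lines are means of 2 biological replicates and bands their SD. At 50 bp on either side of Abf1 matches no Abf1 lies at 48.6%, WT Abf1 at 37.7% and the libraries labelled EM shuffle at 34.4%, the last above WT Abf1 with no correction.

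The CpG inside the Abf1 consensus itself was measured apart from its flanks. Its corrected occupancy was 60.7% ± 0.332 (SD, n = 2) in WT Abf1, 48.9% ± 0.137 (SD, n = 2) in no Abf1 and 52.3% ± 0.505 (SD, n = 2) in the libraries labelled EM shuffle; with no correction it was 46.7% in no Abf1 and 58.5% in the libraries labelled EM shuffle. The excess over the flanks was 23.9 ± 1.88 percentage points (SD, n = 2) in WT Abf1, 0.131 ± 0.366 (SD, n = 2) in no Abf1 and 19.2 ± 1.07 (SD, n = 2) in the libraries labelled EM shuffle. It differed from WT Abf1 by -23.8 percentage points in no Abf1 and by -4.71 in the libraries labelled EM shuffle (exact permutation p = 0.333 for both, the smallest possible). The alternatives with the largest effects were the stricter consensus for the first, -30.2, and no correction for the second, -7.18. At matches with a changed spacer the excess was -2.80 in WT Abf1, -1.88 in no Abf1 and -2.47 in the libraries labelled EM shuffle.

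The slope across the 741 Abf1 matches relates the changes of the libraries labelled EM shuffle from WT Abf1 to those of no Abf1. Changes unrelated to those of no Abf1 give 0, and changes of the same size give 1. The fit has an intercept, so it leaves out a shift of the mean and gives no position between the constructs. Mean corrected flank occupancy was 33.1% in the libraries labelled EM shuffle, 36.8% in WT Abf1 and 48.8% in no Abf1. The slope was 0.203, with 0.188 and 0.218 for the assignments of WT Abf1 replicates to the axes. Of 1000 simulations with noise between replicates and all 3 constructs like WT Abf1, 95% gave slopes from -0.0685 to 0.0702. With no Abf1 as observed and only the libraries labelled EM shuffle like WT Abf1, the range was -0.0251 to 0.0232. Simulations of libraries like no Abf1 gave a mean of 0.892. The simulated noise was independent between sites, so it holds no change that the sites of a replicate share. Without EM shuffle replicate 1 the slope was 0.123, and without EM shuffle replicate 2 it was 0.282. The ratio of the set mean differences, the alternative with the largest effect, was -0.109. Sites are not independent replicates, and no p-value is given for the slope.

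A set test asked whether promoter windows with an Abf1 match moved relative to all others. With the inter-gene correlation estimated at 0.119, limma camera gave a raw p of 0.144 (adjusted p = 0.217 over the 3 comparisons) for lower methylation in no Abf1 against WT Abf1 over the 695 windows, 36.7% of which lay above the median change of all windows. With a preset correlation of 0.01 it gave a raw p of 2.6e-10 (limma, adjusted p = 4e-10), a call that held neither with the estimated correlation nor under fry, where the raw p was 0.108. For the libraries labelled EM shuffle, limma camera gave a raw p of 0.738 (adjusted p = 0.738) against WT Abf1 and of 0.0820 (adjusted p = 0.217) against no Abf1, both in the direction of higher methylation, so none of the 3 comparisons passed 0.05 even before adjustment. The last comparison likewise passed only with the preset correlation (limma, raw p of 1.2e-16, adjusted p = 3.5e-16), and fry gave the opposite direction for it, with a raw p of 0.282. Of the 331 called windows with a match in no Abf1 against WT Abf1, 85 were higher and 246 lower. Windows with a match can count the CpG inside it, so the set test can mix its change with the opposite change of the flanks.

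Principal components of corrected methylation ask how the constructs group in windows near the start codon. From -150 to -95 bp (4891 windows), the first component held 61.5% of the variance, with scores of 393 and 374 for no Abf1, 11.7 and 76.8 for WT Abf1 and -374 and -482 for the replicates labelled EM shuffle. It held 43.7% from -80 to -1 bp (5101 windows) and 42.2% from 1 to 50 bp (4729 windows), where no Abf1 again lay apart at the positive end. Using 12 libraries moved the first of these shares most, to 44.3%, and taking genes with an Abf1 match moved the others most, to 67.1% and 67.4%. Over all windows from -150 to -95 bp, the root mean square distance to WT Abf1 was 8.396 percentage points for no Abf1 and 9.63 for the libraries labelled EM shuffle, which lay 12.2 from each other, with 5.54, 3.92 and 6.50 between replicates of WT Abf1, no Abf1 and the libraries labelled EM shuffle. The libraries labelled EM shuffle were the closer ones to WT Abf1 in every other setting: with 8.32 for no Abf1 and 7.37 for them in the same windows uncorrected, 6.97 and 6.79 from -80 to -1 bp, and 6.95 and 6.19 from 1 to 50 bp. For genes with an Abf1 match, from -150 to -95 bp, the distance was 15.1 percentage points between no Abf1 and WT Abf1, 10.0 between the libraries labelled EM shuffle and WT Abf1, and 17.4 between the libraries labelled EM shuffle and no Abf1. Distances between replicates of a construct there were 5.54 in WT Abf1, 3.98 in no Abf1 and 7.13 in the libraries labelled EM shuffle. These distances and scores are descriptive and were not tested.

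**Figure D4:**
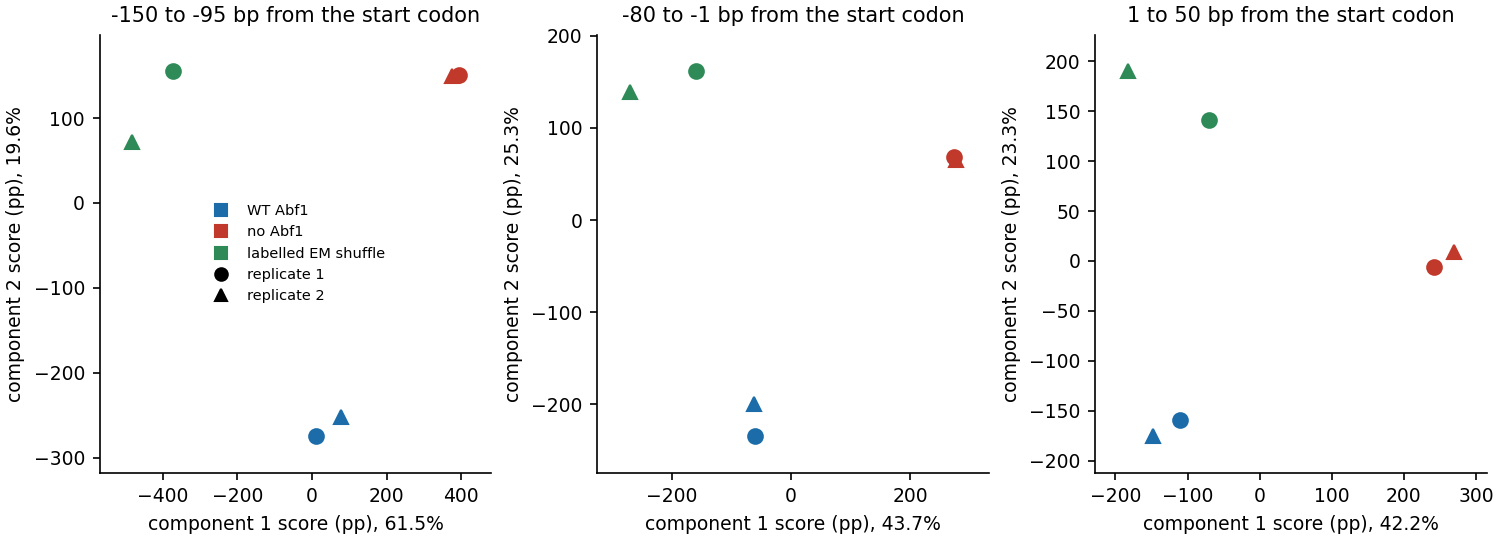
Scores on the first and second principal component (percentage points, axes, with the percent of variance of each) of corrected methylation in 3 window classes from the start codon, with a point for each of the 6 biological replicates. On the first component no Abf1 lies at 393 and 374 from -150 to -95 bp, WT Abf1 at 11.7 and 76.8, and the replicates labelled EM shuffle at -374 and -482.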

Values the study reported

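The study reported ODM-seq composites at 380 promoter responder sites. It mapped nucleosome organization in 7 conditions after depletion of wild-type Abf1, with 8 µg/ml rapamycin for 75 min.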

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

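All tests in this part were chosen after the result they address was seen. The 5 results here come from data outside the main measurement (coverage of a chromosome, the mitochondrial genome and the plasmid contigs), where the signal lay above the level of the WT Abf1 libraries or, for 1 spike-in plasmid, appeared before the plasmid was added.

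Coverage of chromosome XI relative to the nuclear median averaged 2.00 over the aliquots of replicate 2 labelled EM shuffle and 1.15 over those of replicate 1, above the highest WT Abf1 library at 1.03. In replicate 2, 100% of the 33 stretches of 20000 bp exceeded 1.5 in both aliquots, from 1.72 to 2.31, while stretches in WT Abf1 and no Abf1 ranged from 0.814 to 1.19. Reads of an ABF1 plasmid placed on chromosome XI are argued against by a coverage of 2.01 beyond 50000 bp from ABF1. Uneven coverage of that library is argued against by its other chromosomes, of which the one furthest from 1 had 0.906. An additional copy of the whole chromosome in the cells of replicate 2 is therefore a candidate explanation. For replicate 1, the even level of 1.15 could come from such a copy in a share of the cells, which was not tested. ABF1 lies on this chromosome, and whether the copy relates to the construct or arose by chance in these clones stays open, since the construct, the batch and the clones are not separated by the design. Most promoter calls against WT Abf1 do not come from this chromosome: 58 of the 63 called windows lie on other chromosomes and 5, APE1 among them, on chromosome XI, and a fit without chromosome XI called 61.

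Mitochondrial coverage relative to the nuclear median was at least 55.1 in the libraries labelled EM shuffle, and at most 34.2 in WT Abf1 and no Abf1. The sequencing batch cannot be told apart from the construct here, because all libraries labelled EM shuffle are in a batch of their own. Growth, cell preparation and the construct itself stay open as well, and none of them was tested.

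The spike-in plasmid pUC19-ftz, over bases 1 to 3000, was methylated to at least 93.6% in the libraries labelled EM shuffle and to between 90.6% and 91.9% in the other 8. Its coverage relative to the nuclear median was 3.10 to 4.27 in the former and 18.8 to 55.1 in the latter. A lower methyltransferase activity in the reactions labelled EM shuffle, which could also lower their genome average, would lower the methylation of naked spike-in DNA. The test of this used pFMP233 over bases 3500 to 5000 at 4 h, where the libraries labelled EM shuffle exceeded WT Abf1 by 0.341 percentage points. The replicates labelled EM shuffle had 87.2% and 81.8% there, on either side of WT Abf1 at 84.0% and 84.2%, so the sign of the difference rests on single replicates. Over bases 3500 to 5700, pUC19-ftz was methylated to 91.7% to 95.3% in the libraries labelled EM shuffle and to 66.9% to 74.9% in the others. Higher pUC19-ftz values are not what a lower activity predicts, but reads of another plasmid in the other 8 libraries could lower theirs, which was not tested for this contig. Mitochondrial methylation was lower in the libraries labelled EM shuffle, at 63.23% to 73.67%, than in the other 8, at 73.69% to 77.55%. That is the direction a lower activity predicts. With the spread of pFMP233, with these measures in disagreement and with batch confounded with construct, a lower activity cannot be told apart from the batch. No biological explanation was tested, since the plasmid was added to the reactions.

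The spike-in plasmid pFMP233 was added for the last 60 min only, after the 3 h aliquot had been taken. Even so, its bases 1000 to 2500 had a coverage of 14.0 to 25.2 in the 3 h aliquots of WT Abf1 and no Abf1, and at most 0.00413 in those labelled EM shuffle. Early presence of pFMP233 itself is argued against by bases 3500 to 5000, whose highest 3 h coverage was 0.131. The pRS315 plasmid of the strains is argued against by the lowest of these coverages, 14.0, since LEU2 on that plasmid stayed at or below 1.02. Reads of another plasmid that shares part of the sequence are a candidate explanation: the methylation of these bases at 3 h was at most 20.1%, far below the 84.0% to 84.5% of bases 3500 to 5000 at 4 h in the same constructs. Which plasmid it may be was not tested, and no biological explanation was tested.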

How the results depend on the processing

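Tests and alternatives chosen after the results were seen are those without chromosome XI, with control sites over 200 bp from an Abf1 match, on the logit scale, for the composite at 50 bp, for the CpG inside the motif, without correction or single replicates for the slope, and in the set test of the libraries labelled EM shuffle against no Abf1, as well as the principal components and named windows or sites without single replicates. Of 849 alternative values, 718 kept their direction and call or stayed within the replicate spread, 59 moved, 60 lost a call, 2 gained a call and 10 reversed. All 60 lost calls were at named windows or sites, of which 43 concerned Abf1 matches in the libraries labelled EM shuffle and 13 their promoter windows against WT Abf1. No named window or site reversed, either in the 632 alternative fits or in 200 estimates without 1 replicate. Since they were chosen for libraries that did not overlap, this was likely in advance.

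Without the offset, promoter calls changed to 542 for the libraries labelled EM shuffle against WT Abf1 (14 higher, 528 lower, from 29 and 34) and to 2060 against no Abf1 (174 higher, 1886 lower, from 466 and 189), and calls at Abf1 matches to 99 (0 higher, 99 lower, from 10 and 14). For no Abf1 against WT Abf1 the count stayed at 684 promoters (357 higher, 327 lower, from 240 and 438) and 437 matches. The construction of the alternative shows the cause, since the genome average of the libraries labelled EM shuffle lay 0.27 lower in log2 odds. With no correction, the set mean differences were 9.82 for no Abf1 and 1.31, reversed, for the libraries labelled EM shuffle. The composite differences became 8.60 and 5.08, the latter reversed, and the motif CpG difference of the libraries labelled EM shuffle became -7.18. A correction on the logit scale gave 9.80 and 1.08 (reversed) for the set means and 0.163 for the slope. Uncorrected methylation gave first components of 49.9%, 52.3% and 54.1% from the farthest upstream to the downstream window.

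The limma model called 441 promoter windows for no Abf1 (154 higher, 287 lower, from 240 and 438) and 39 for the libraries labelled EM shuffle (21 higher, 18 lower, from 29 and 34) against WT Abf1, and 1 Abf1 match, lower, for the latter. The 3 h aliquots alone gave 412 promoter windows (134 higher, 278 lower) for no Abf1, and for the libraries labelled EM shuffle 15 against WT Abf1 (5 higher, 10 lower), 281 against no Abf1 (199 higher, 82 lower) and 5 Abf1 matches, all lower. The 4 h aliquots alone gave in the same order 315 (76 higher, 239 lower), 13 (4 higher, 9 lower) and 416 (313 higher, 103 lower) windows and 1 match, lower, with a slope of 0.166. Fitting only the 2 constructs compared left 6 matches for the libraries labelled EM shuffle, all lower. The cause was not tested.

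The stricter consensus tested fewer sites and called 117 matches in no Abf1 (5 higher, 112 lower, from 36 and 419) and 11 in the libraries labelled EM shuffle (3 higher, 8 lower). It moved the set mean difference of no Abf1 to 13.5, the composite to 14.4 and the motif CpG difference to -30.2, and reversed the camera direction of the libraries labelled EM shuffle (limma camera, raw p of 0.694, adjusted p = 0.694). Flanks of 10 to 50 bp gave 11 matches (8 higher, 3 lower) for the libraries labelled EM shuffle and set mean differences of 8.77 and -3.05. Subtracting Reb1 matches gave 12.2 and 5.54 (reversed), subtracting nothing 12.003 and -3.65, and control sites over 200 bp from an Abf1 match 10.9 for no Abf1. Matches inside coding sequence gave 2.38 for no Abf1. The ratio of the set mean differences, in place of the slope, was -0.109 (reversed). It takes in the shift of the mean, which the slope leaves out. The cause was not tested for any of these. First components rose to 73.8%, 67.1% and 67.4% for genes with an Abf1 match and dropped to 44.3%, 27.3% and 25.4% with 12 libraries.

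In the set test, a preset correlation of 0.01 gave a raw p of 2.6e-10 for no Abf1 with limma camera (adjusted p = 4e-10), past the threshold, while the estimated correlation was 0.119. For the libraries labelled EM shuffle against no Abf1 it gave a raw p of 1.2e-16 (limma, adjusted p = 3.5e-16), and fry reversed the direction with a raw p of 0.282. With limma fry the libraries labelled EM shuffle reversed to lower methylation (raw p of 0.0400, adjusted p = 0.120). That test takes the set alone and not against the other windows, whose median change was -0.22 without an offset, against -0.19 in the set.

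Leaving out single replicates gave genome average differences from -0.0994 (reversed, without WT Abf1 replicate 2) to 2.56 percentage points (without WT Abf1 replicate 1) for no Abf1 against WT Abf1, with 0.756 without no Abf1 replicate 2. For the libraries labelled EM shuffle the range was -5.02 to -2.36 (without WT Abf1 replicate 1) against WT Abf1 and -5.39 to -4.45 against no Abf1. Set mean differences ranged from 9.97 to 10.3 for no Abf1 and from -2.23 (without EM shuffle replicate 1) to 0.0195 (reversed, without EM shuffle replicate 2) for the libraries labelled EM shuffle. Composite differences ranged from 9.71 to 11.9 and from -4.47 to -2.27, and motif CpG differences from -25.1 to -22.5 and from -6.04 to -3.38. The slope ranged from 0.123 without EM shuffle replicate 1 to 0.282 without EM shuffle replicate 2. First components ranged from 58.0% to 70.0%, from 39.5% to 53.0% and from 34.9% to 49.8% in the 3 window classes. Counts of windows and sites have no such range, since by choice no calls were made with an arm of 1 sample. The rise with incubation time was not refitted without single replicates, and all 6 replicates rose.

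A replicate block, with the replicate number pairing the constructs, gave 636, 67 and 649 promoter windows, 452 and 24 Abf1 matches, set mean differences of 10.1 and -1.10, and raw p-values of 0.244 and 0.776 from limma camera, with 0.168 for the libraries labelled EM shuffle against no Abf1. The numbers give no sign of a real pairing, as the deviations of replicates from their construct mean correlated at -0.0194, -0.0152 and 0.0195 between constructs.

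Dividing gene coverage by the mean of the same chromosome moved 5 of 21 values. ABF1 in the libraries labelled EM shuffle became 0.990, since chromosome XI itself was raised. MET17 became 0.475, 0.413 and 0.489 in WT Abf1, no Abf1 and the libraries labelled EM shuffle, on the chromosome of the ribosomal DNA repeats, and TOR1 became 0.943 in WT Abf1. In the 24 alternatives of genome averages, 23 stayed within the replicate spread. Every alternative listed in advance was run. With 2 biological replicates per construct, no two-sided exact test between a pair of constructs can give a p under 0.333, while the test across all 3 can reach 0.0667.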

Other observations

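The tests of a single factor at all sites, of the offset at open windows and of an Abf1 match just outside the window were planned before their results, and the other tests in this part were chosen after the result was seen.

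In the libraries labelled EM shuffle, ABF1 coverage relative to its flanks was 0.990 and LEU2 coverage was low. An altered ABF1 copy whose reads fail to align is argued against by LEU2, an unaltered gene, which reached at most 0.308. A plasmid copy that lacks parts of ABF1 is argued against by the 500 bp upstream of the gene (chromosome XI, 226070 to 226569), where the highest library had 1.16 and WT Abf1 had 1.90 ± 0.0553 (SD, n = 2). Libraries of the WT Abf1 construct under this label are argued against by ABF1 coverage of at most 1.10 relative to the flanks, below the 1.78 of the lowest WT Abf1 library. Libraries of the no Abf1 construct with the same depletion are argued against by the set mean occupancy difference of -1.10 to WT Abf1, where no Abf1 differed by 10.1. With Reb1 matches as the reference the differences were 5.54 and 12.2. If tagged Abf1 had stayed in the nucleus, which is left open below, this test could not tell. Fewer plasmids per genome stay open as an explanation. The mean LEU2 coverage of 0.171 is part of what is to be explained and is no separate test of it. ABF1 coverage relative to the flanks gave no sign of remaining plasmid, since 0.990 lies within the range of the no Abf1 libraries, 0.821 to 1.06. How cells with so little LEU2 grew in medium without leucine was not tested, and the batch is confounded with the construct.

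The CpG inside the Abf1 consensus was more occupied than its flanks in WT Abf1. Abf1 bound to the motif may explain this, since the excess fell by 23.8 percentage points in no Abf1 and changed by 0.921 at matches with a changed spacer. That fall combines the motif CpG, from 60.7% to 48.9% in corrected occupancy, with flanks that rose from 36.8% to 48.8%. The flanks of matches with a changed spacer only went from 54.5% to 56.4%, so they do not correct for the flank change. In the libraries labelled EM shuffle 80.2% of the difference in excess between WT Abf1 and no Abf1 was kept, with 77.0% and 83.4% in the replicates and 69.8% with no correction. LEU2 coverage was 28.3% of that of WT Abf1, and 51.1% in the highest library. These shares are no calibrated plasmid levels, since the LEU2 coverage of cells without plasmid was not measured. In the same libraries FPR1, another of the strain and marker genes, had 0.183, near the 0.171 of LEU2. WT Abf1, with an additional ABF1 copy, had LEU2 at only 0.602. For the occupancy of the motif CpG alone, with no flank subtracted, the share kept was 29.1% when corrected, 52.4% with a correction on the logit scale and 84.1% with no correction, and 57.6% and 55.9%, corrected and not, relative to the motif CpG of matches with a changed spacer. The flanks of Abf1 matches lay closer to WT Abf1. Their set mean difference to WT Abf1 was -1.10 where no Abf1 had 10.1, and the slope was 0.203. With Reb1 matches as the reference the difference was 5.54 where no Abf1 had 12.2. Binding only in cells that carry the plasmid, in proportion to it, is therefore open. At the motif CpG, the share kept lies above or near the LEU2 level depending on the measure and the correction. Protein that outlasts its plasmid, tagged Abf1 that remained in the nucleus and altered depletion in these cells stay open and were not tested. The libraries therefore cannot show whether the shuffled variant itself holds Abf1 sites open.

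Genome average methylation was lower in the libraries labelled EM shuffle. A single factor at all sites, which the deposited correction assumes, is argued against by the ratio of their methylation to that of WT Abf1. Promoter windows were put in 10 groups of equal size, ordered by methylation in 1 WT Abf1 replicate and compared with the other. The ratio was 0.873 in the least methylated group and 0.973 in the most methylated one. For the assignments of WT Abf1 replicates it was 0.926 and 0.981, and 0.820 and 0.965, so the size of the trend depends on the replicate. In both, a single factor raises corrected values too far at open windows. Less accessible chromatin and a lower enzyme activity stay open, as the spike-in difference of 0.341 percentage points was smaller than the gap between the replicates labelled EM shuffle, 87.2% and 81.8%.

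Reb1 matches in no Abf1 had higher methylation than in WT Abf1, with a median log2 odds of 0.14. Nearby Abf1 sites are argued against by a median of 0.14 at the 388 Reb1 matches over 200 bp from any Abf1 match. The offset at open windows is argued against by a median of -0.00549 in 594 promoter windows without a match at the same WT Abf1 methylation. The highest median of 1000 draws of as many such windows was 0.05. Of the Reb1 matches away from Abf1 matches, 68.8% had higher odds, against 49.0% of those windows. Without the offset the medians were 0.22 at these Reb1 matches and 0.08 at the windows. Against the same WT Abf1 libraries, the libraries labelled EM shuffle had a median of 0.19 at these Reb1 matches and of 0.06 at the windows, where the highest of 1000 draws was 0.11. That rise depends on the offset, since without it the medians were -0.08 and -0.21, but in both constructs Reb1 matches lay above the windows with and without it. In the set test, which allows for correlation between windows, promoter windows with a Reb1 match passed 0.05 in no comparison. Against WT Abf1, 64.9% lay above the median change in no Abf1 (limma camera, raw p of 0.247, adjusted p = 0.370). In the libraries labelled EM shuffle it was 74.2% (limma camera, raw p of 0.121, adjusted p = 0.363). Between the libraries labelled EM shuffle and no Abf1 it was 52.1% (limma camera, raw p of 0.893, adjusted p = 0.893). A property of the WT Abf1 libraries, an effect of the depletion and separate effects in each construct stay open and were not tested.

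Of the 678 promoter windows called in no Abf1 against WT Abf1, 347 held no Abf1 match. An Abf1 match just outside the window is a candidate explanation for part of them, since 32.9% had a match within 500 bp against 14.2% of the 4804 windows that were not called (odds ratio 2.96, Fisher's exact p = 4.3e-17). The remaining 233 windows, 87 higher and 146 lower, had none within 500 bp. Binding without a consensus match and indirect effects of depletion stay open for these and were not tested.

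Reads also lay on the plasmid contig pGP546. Over its bases 1000 to 2500, coverage relative to the nuclear median was 26.7 to 38.9 in WT Abf1 and no Abf1 and 10.1 to 23.3 in the libraries labelled EM shuffle, with methylation of 57.1% to 61.2% and 54.5% to 57.7%. No explanation was tested for this difference.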
